# Molecular Changes Concomitant with Vascular System Development in Mature Galls Induced by Root-Knot Nematodes in the Model Tree Host *Populus tremula × P. alba*

**DOI:** 10.3390/ijms21020406

**Published:** 2020-01-09

**Authors:** Fabien Baldacci-Cresp, Marc Behr, Annegret Kohler, Nelly Badalato, Kris Morreel, Geert Goeminne, Adeline Mol, Janice de Almeida Engler, Wout Boerjan, Mondher El Jaziri, Marie Baucher

**Keywords:** cell wall, gall, metabolomics, *Meloidogyne incognita*, phloem, *Populus*, root-knot nematode, transcriptomics, xylem

## Abstract

One of the most striking features occurring in the root-knot nematode *Meloidogyne incognita* induced galls is the reorganization of the vascular tissues. During the interaction of the model tree species *Populus* and *M. incognita*, a pronounced xylem proliferation was previously described in mature galls. To better characterise changes in expression of genes possibly involved in the induction and the formation of the *de novo* developed vascular tissues occurring in poplar galls, a comparative transcript profiling of 21-day-old galls versus uninfected root of poplar was performed. Genes coding for transcription factors associated with procambium maintenance and vascular differentiation were shown to be differentially regulated, together with genes partaking in phytohormones biosynthesis and signalling. Specific signatures of transcripts associated to primary cell wall biosynthesis and remodelling, as well as secondary cell wall formation (cellulose, xylan and lignin) were revealed in the galls. Ultimately, we show that molecules derived from the monolignol and salicylic acid pathways and related to secondary cell wall deposition accumulate in mature galls.

## 1. Introduction

Phytoparasitic nematodes cause damage to plants thereby leading to substantial yield losses to annual and perennial plants worldwide [1]. Root-knot nematodes (RKN) (*Meloidogyne* spp.) are obligate sedentary parasites that enter the root of the plant host at the second juvenile stage. The larvae penetrate the root elongation zone, migrating intercellularly to the root tip and entering the vascular cylinder where they induce the trans-differentiation of parenchyma cells into multinucleate feeding cells (giant cells; GCs). Alongside, neighbouring cells divide contributing to the development of root swellings, named galls. An extensive network of xylem cells enfolding GCs is a typical anatomical feature in galls induced by RKN [2,3]. Recently, a drastic development of xylem was evidenced in poplar (*Populus tremula* × *P*. *alba*) galls 21 days after infection (dai) [4]. This profuse vascular system development most likely ensures food for the nematode development and reproduction. Upon completion of the life cycle, the adult nematode female extrudes an egg mass out of the root and once eggs hatch stage 2 juvenile nematodes, subsequent infection cycles will most likely occur in the same root [5]. 

A preliminary RT-qPCR analysis made at different time points during gall development in poplar root indicated that the expression of several genes coding for enzymes of the monolignol biosynthesis pathway was repressed, suggesting modification of the phenolic compounds profile in infected roots [4]. These genes were *HYDROXYCINNAMOYL-CoA SHIKIMATE/QUINATE HYDROXYCINNAMOYL TRANSFERASE 1* (*HCT1*) (at 7 and 14 dai), *CAFFEIC ACID 3*-O-*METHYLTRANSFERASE 2* (*COMT2*) (at 14 dai) and *FERULATE 5-HYDROXYLASE 1* and *2* (*F5H1* and *2*) (at 7, 14 and 21 dai). Monolignol pathway spans the general phenylpropanoid pathway from Phe AMMONIA LYASE (PAL) to 4-COUMARATE: CoA LIGASE (4CL) and the specific monolignol pathway from HCT to CINNAMYL ALCOHOL DEHYDROGENASE (CAD), resulting in the biosynthesis of *p*-coumaryl alcohol, coniferyl alcohol and sinapyl alcohol, which are finally polymerised into H, G and S lignin units, respectively [6].

Transcriptomic changes following *M. incognita* infection have been investigated in several species including *Arabidopsis* [7,8,9,10], tomato [11,12], soybean [13], *Medicago truncatula* [14], eggplant [15], banana [16] and bean [17]. These studies showed changes in expression of genes involved in several developmental and metabolic processes including stress response, signal transduction, phytohormones and cell wall formation, as well as phenylpropanoid biosynthesis.

Several genes associated with procambium proliferation and vascular differentiation were differentially regulated on 5 and 7 dai RKN-induced galls in *Arabidopsis* [10]. Herein, in order to better document at the molecular level this intense vascular development in RKN-induced galls in a woody species, a transcriptomic analysis of 21 dai galls compared to uninfected root was performed. We focused on the induction of the transcriptional programme related to vascular system differentiation and maturation as well as to regulation of phytohormones biosynthesis and signalling. We further describe the expression pattern of genes involved in primary and secondary cell walls formation and modification. As well, a targeted metabolomic analysis was performed to highlight the changes occurring in the pool of soluble phenolics related to monolignol metabolism in galls.

## 2. Results and Discussion

### 2.1. Transcriptome Overview of Galls at Late Stage

A RNA-Seq analysis was performed on 21 dai galls and corresponding uninfected poplar roots. 

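RNA from 3 biological replicates of wild-type galls and 3 of uninfected wild-type roots of hybrid poplar was sequenced at 21 dai, days after infection with the root-knot nematode Meloidogyne incognita. The authors deposited, for each library, the number of intact read pairs counted on each gene, without normalization, and a log2 normalized value made from it with limma. The total count was between 21586887 and 23920508 per gall library, with a median of 21754284, and between 23039271 and 24284692 per root library, with a median of 23820165. At these depths, the floor of 3 counts set for a single library stands for 0.124 to 0.139 CPM (counts scaled to the library size), and it covers counting error only. Counts were normalized with edgeR's TMM method and tested with its quasi-likelihood test, with Benjamini-Hochberg adjustment over the 26377 genes whose mean count exceeded 20 in galls or in roots. A gene was counted as differentially expressed when its adjusted p-value was under 0.05 and its log2 fold change was beyond 1 in size, after the thresholds the paper states. Normalized counts are given as CPM with TMM factors, and standard errors of the log2 fold changes are derived from the test's F statistic. Each read was allowed to map to 1 place, so counts of near-identical gene copies can lack the reads they share.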

A total of 70.4–80.8% of the reads were successfully mapped to the substituted genome sequence of *P. tremula* × *P. alba* 717-1B4 (Table S1). 

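The share of reads in counted intact pairs was computed from the total count of each library and its number of reads in Table S1. It was 70.39%, 74.4% and 72.65% in the 3 gall libraries and 79.56%, 80.67% and 80.8% in the 3 root libraries. Every gall library was below every root library (two-sided exact permutation test, p = 0.1, the smallest that 3 libraries against 3 allow). For the same libraries, Table S1 of the paper gives 70.39%, 74.4% and 72.65% in galls and 79.56%, 80.67% and 80.82% in roots.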

A total of 8043 genes present a differential transcript abundance (taking into account transcripts with a fold change >2, minimum 20 reads and adjusted *p*-value < 0.05; Table S2). 

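Of the 26377 genes tested, 8193 differed between galls and roots with an adjusted p-value under 0.05 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment and a log2 fold change beyond 1 in size. Without the fold-change rule, 19130 genes had an adjusted p-value under 0.05, the alternative that moved the number most. The 3 galls and 3 roots carry replicate numbers, and a fit with the replicate number as a block gave 8192 genes with the numbers of the sample labels and 8178 with those of Table S1, which number the roots in another order. The deviations from the group means of same-numbered galls and roots had a mean correlation across genes of -0.004 with the numbers of the labels and -0.001 with those of Table S1, against 0.002 and 0.001 for samples with different numbers. Deviations within a group cancel out by construction, so the values for different numbers follow closely from the others and are no separate baseline. With each of the 6 samples left out in turn, 8144 to 8251 genes passed. limma-voom, the limma method for counts, gave 8203 genes and DESeq2 8172. Other rules moved the number further: 6507 genes with at least 10 counts in every sample and 9639 with no filter on low counts. A test against a log2 fold change of 1 gave 6212.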

Among these genes, 4549 were up- and 3494 down-regulated in galls compared to uninfected roots.

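Under the same rule, 4692 genes were higher and 3501 lower in galls than in roots. limma-voom gave 4702 higher and 3501 lower, and edgeR with library size only, without TMM factors, 5030 higher and 3222 lower. With each sample left out in turn, 4658 to 4731 genes were higher and 3486 to 3532 lower.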

All the differentially expressed genes were represented in ClueGO and CluePEDIA [18,19] within Cytoscape using their *Arabidopsis thaliana* homologs ID (Table S3 and Figure 1). As shown in Figure 1, gene ontologies (GO) such as “xylan metabolic process”, “lignin biosynthetic process”, “male meiotic nuclear division” and “gene silencing by RNAi” were prevalent in galls. On the other hand, “protein targeting”, “intracellular protein transport”, “inorganic anion transport” and “cellular response to gibberellin stimulus” were associated with genes downregulated in galls compared to roots. In the light of these GO, the next paragraphs are devoted to the study of genes involved in vascular tissue development, primary and secondary cell wall formation and modification, and phytohormones biosynthesis and signalling.

### 2.2. Gall Transcriptome Reveals Changes in Gene Expression Associated to Primary Cell Wall Formation and Modification

The establishment of a nematode feeding site steers the development of 4–10 GCs that have a peculiar cell wall pattern, such as accumulation of cellulose and mixed-linked glucans (MLG) [4]. The nematode nutrient acquisition through GC relies on the formation of *de novo* formed vascular tissue. Primary and secondary cell walls (PCW and SCW) are deposited in both GC and vascular tissues [20]. Our transcriptomic dataset highlighted major changes in the expression of genes from the *CesA* and *CesA-like* (*CSL*) families (Table 1). 

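Normalized counts of the CesA6 homolog Potri.005G087500 were 159 ± 13.5 (SD, n = 3) in galls and 62.6 ± 2.21 (SD, n = 3) in roots, a log2 fold change of 1.35 (standard error 0.07, adjusted p = 4.19e-11) from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. The CesA9 homolog Potri.005G194200 had a log2 fold change of 1.07, and the CesA3 homolog Potri.006G052600 1.65. The other CesA3 homolog, Potri.016G054900, was at 117 ± 2.84 (SD, n = 3) in galls and 41.5 ± 1.5 (SD, n = 3) in roots. Of the 21 genes of Table 1, 20 were higher and 1 lower in galls, with no gall overlapping a root in any of them. The largest rise among the CSL genes was that of the CSLG3 homolog Potri.003G142300, at 85.9 ± 13.2 (SD, n = 3) in galls and 7.87 ± 1.07 (SD, n = 3) in roots, a log2 fold change of 3.44 (standard error 0.13, adjusted p = 6.64e-10) from the same test. Its neighbours Potri.003G142400 and Potri.003G142500, which share the Arabidopsis homolog, had 2.04 and 2.31, and the counting can have split reads among the copies. The one gene that fell was the CSLE1 homolog Potri.001G369100, at -1.10.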

For instance, the homologs of *Arabidopsis CesA3*, *CesA6* and *CesA9* were upregulated in the galls, together with several *CSL* of multiple families (A, C, D, E, G). In *Arabidopsis* roots infected with *M. incognita*, *CesA* expression peaked 5 days post-inoculation, with PCW *CesA* being preferentially localized to cells neighbouring GC [20], i.e., young vascular cells. Our data may therefore indicate that cell formation and/or elongation, which both require cellulose biosynthesis for PCW formation, were ongoing in 21 dai galls.

CSL are part of the cellular machinery producing several cell wall matrix polysaccharides, including xyloglucan (CSLC), mannan (CSLA), β-1,4-glucan and MLG [21]. Genes coding for enzymes involved in cell wall modification were also differentially regulated in the galls. 

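The XTH9 homolog Potri.019G125000 had normalized counts of 9.89 ± 0.67 (SD, n = 3) in galls and 1.97 ± 0.443 (SD, n = 3) in roots, a log2 fold change of 2.33 (standard error 0.17, adjusted p = 3.74e-09) from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. The other XTH9 homolog, Potri.013G152400, was at 228 ± 3.81 (SD, n = 3) in galls and 27.9 ± 3.81 (SD, n = 3) in roots, a log2 fold change of 3.03 (standard error 0.08, adjusted p = 1.22e-13). Normalized counts of the XTH16 homolog Potri.002G236200 were 696 ± 96.7 (SD, n = 3) in galls and 50.4 ± 8.99 (SD, n = 3) in roots, a log2 fold change of 3.79 (standard error 0.17, adjusted p = 1.35e-06). With each sample left out in turn these 3 values ranged from 2.15 to 2.44, 2.93 to 3.12 and 3.65 to 3.90.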

Among these, two homologs of *Arabidopsis XYLOGLUCAN ENDOTRANSGLUCOSYLASE/HYDROLASE* (*XTH*) 9 and one homolog of *AtXTH16* (Potri.002G236200) were strongly upregulated in galls (log_2_ FC of 2.34, 3.03 and 3.78, respectively). XTHs cleave and ligate xyloglucan chains [22]. *AtXTH9* is expressed in shoot apices and elongating cell tissues [23], thus their poplar homologs may contribute to the cell wall rearrangement occurring in extending xylem cells. The poplar *ARBORKNOX1* (*ARK1*) regulates biological processes related to cambial activity and xylem differentiation during secondary growth and its overexpression results in the upregulation of Potri.002G236200 [24]. 

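Among the rows of Table S2 used here, 7 genes are named as expansins, and all 7 passed the threshold with higher counts in galls, with log2 fold changes from 2.46 to 3.28. The expansin A1 homolog Potri.008G088300 had normalized counts of 345 ± 5.65 (SD, n = 3) in galls and 50.5 ± 0.563 (SD, n = 3) in roots, a log2 fold change of 2.77 (standard error 0.06, adjusted p = 2e-15) from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. The rows used here are those with the largest rises, so expansin genes with smaller changes are not covered.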

The extensibility of PCW is controlled in specific regions of the extracellular matrix, the so-called “biomechanical hotspots”, where expansins, which are essentially upregulated in the galls (Table S2), loosen the cellulose-xyloglucan interaction [25].

### 2.3. Structural Genes of Lignification and SCW Formation are Induced in Galls

Among SCW structural genes upregulated in galls (Table S2), we found genes involved in monolignol biosynthesis such as *PAL* (Potri.016G091100, Potri.006G126800), *CINNAMATE 4-HYDROXYLASE* (*C4H*) (Potri.018G146100), *CINNAMOYL-CoA REDUCTASE* (*CCR*) (Potri.001G045500), *CAFFEOYL-CoA O-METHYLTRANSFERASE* (*CCoAOMT*) (Potri.008G136600, Potri.009G099800) and *CAD* (Potri.016G078300) (Table 2). 

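The PAL genes Potri.016G091100 and Potri.006G126800 had log2 fold changes of 1.13 and 1.27, and the second was the more abundant, with normalized counts of 2064 ± 53.9 (SD, n = 3) in galls and 855 ± 88.3 (SD, n = 3) in roots. The largest rise was that of C4H (Potri.018G146100), with a log2 fold change of 3.45 (standard error 0.16, adjusted p = 1.76e-07) from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. CCR (Potri.001G045500) was scarce, at 1 ± 0.149 (SD, n = 3) in galls and 0.186 ± 0.0854 (SD, n = 3) in roots, with a log2 fold change of 2.38 (standard error 0.44, adjusted p = 0.000163). The CCoAOMT genes Potri.008G136600 and Potri.009G099800 had 1.08 and 1.14, and CAD (Potri.016G078300) had 1.10. With each sample left out in turn, Potri.008G136600 ranged from 0.97 to 1.18 and fell below the fold-change threshold in 1 of the 6 fits.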

Fifteen laccases-encoding genes homologous to either *AtLAC4*, *AtLAC11*, *AtLAC12,* or *AtLAC17* (involved in lignin polymerisation; [26]) were upregulated in galls (Table S2), together with 3 genes (Potri.016G132700, Potri.013G083600 and Potri.014G143200) homologous to *AtPRX52*, coding for a class III peroxidase involved in lignin polymerisation [27]. 

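All 15 laccase genes of the secondary cell wall sheet of Table S2 were higher in galls, with log2 fold changes from 1.16 to 2.35, a median of 1.73 and adjusted p-values of at most 2.35e-05 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. The number stayed at 15 with each sample left out in turn. The LAC12 homolog Potri.008G073800 rose most, with normalized counts of 91.7 ± 9.34 (SD, n = 3) in galls and 18 ± 0.272 (SD, n = 3) in roots. The peroxidase genes homologous to PRX52 had log2 fold changes of 2.06 for Potri.016G132700, 3.16 for Potri.013G083600 and 3.22 for Potri.014G143200. Laccases form families of similar genes whose shared reads the counting can have left out or split.

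**Figure D1:**
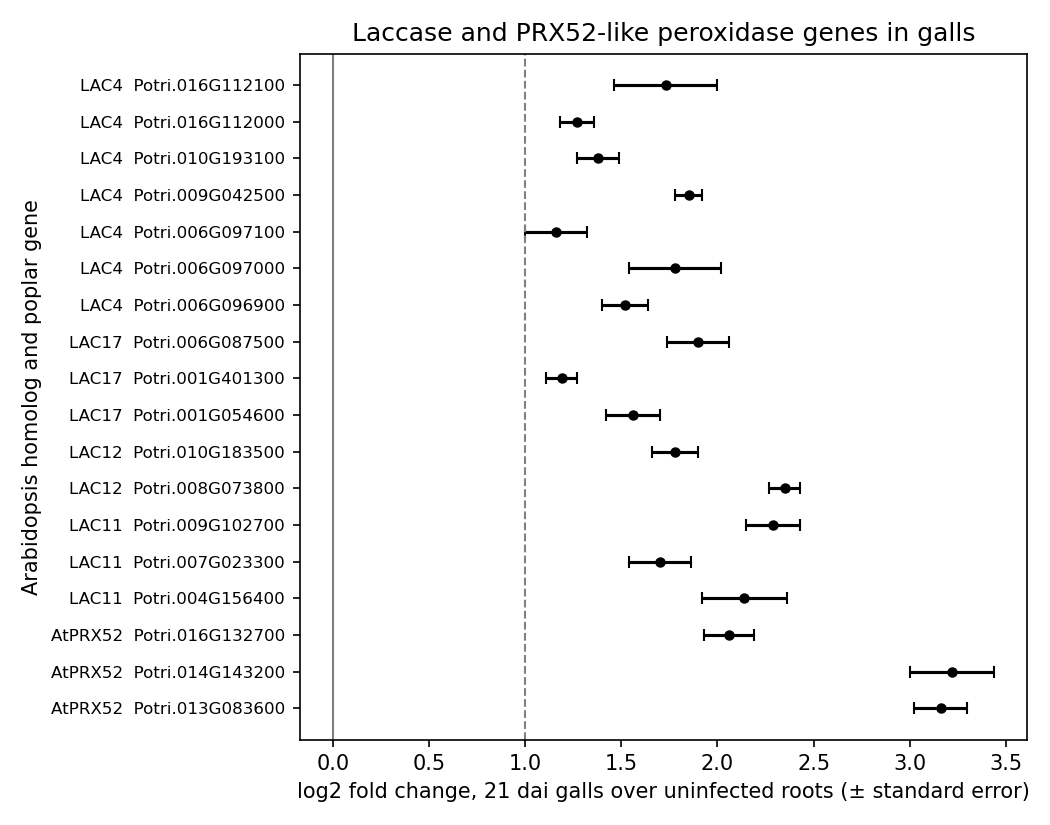
Log2 fold changes (horizontal axis) of the laccase and PRX52-like genes (vertical axis) between 21 dai galls and uninfected roots, with standard errors as bars; the dashed line marks a log2 fold change of 1. The laccase genes lie between 1.16 and 2.35, and the 3 peroxidase genes between 2.06 and 3.22.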

A gene annotated as *ALCOHOL DEHYDROGENASE 1* (Potri.002G072100) was among the most highly expressed in our dataset, with average normalised counts of 2369 in galls vs. 309 in roots. 

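Normalized counts of ADH1 (Potri.002G072100) were 2331 ± 79.7 (SD, n = 3) in galls and 304 ± 43.3 (SD, n = 3) in roots, a log2 fold change of 2.94 (standard error 0.09, adjusted p = 1.48e-11) from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. The change ranged from 2.84 to 3.04 with each sample left out in turn. These counts were normalized over the wild-type samples only. Normalized together with the other samples of the data set, 11 in all, the means were 2369 in galls and 309 in roots, the values the paper gives.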

The corresponding protein of this gene accumulates during stem development [28] with a maximum observed in internode with lignified wood and phloem tissues, and may therefore be involved in monolignol biosynthesis. 

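The 4CL genes Potri.006G169700 and Potri.003G188500 had the same log2 fold change of -1.20. HCT genes Potri.018G105500 and Potri.018G105400 had -1.44 and -1.19, and the CAD genes Potri.009G063400 and Potri.009G095800 had -1.15 and -1.74. The largest falls were those of the F5H genes. Potri.005G117500 was at 65.1 ± 1.71 (SD, n = 3) in galls and 844 ± 67.1 (SD, n = 3) in roots, a log2 fold change of -3.70 (standard error 0.07, adjusted p = 9.25e-16) from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, and Potri.007G016400 was at 342 ± 35.3 (SD, n = 3) in galls and 1503 ± 105 (SD, n = 3) in roots, a log2 fold change of -2.14 (standard error 0.08, adjusted p = 3.15e-12). In each of these genes, every gall had a lower normalized count than every root.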

Other genes involved in monolignol biosynthesis were downregulated in galls such as several *4CL*, *CAD* and *HCT* members as well as *F5H1* and *F5H2*, required for the biosynthesis of sinapaldehyde and sinapyl alcohol [6] (Table 2). Lignans biosynthesis may also be differentially regulated in the galls. Three genes annotated as *PHENYLCOUMARAN BENZYLIC ETHER REDUCTASE* (*PtrPCBER1*/Potri.002G034400, *PtrPCBERp5*/Potri.001G133200 and *PtrPCBERp8*/Potri.003G100200), based on their homology with *AtPCBER* [29], were more expressed, while one was downregulated in galls (*PtrPCBERp4*/Potri.001G133300). These genes are also similar to *PINORESINOL-LARICIRESINOL REDUCTASE*, another gene of the lignan biosynthetic pathway [30]. 

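PCBER1 (Potri.002G034400) had normalized counts of 187 ± 4.52 (SD, n = 3) in galls and 77.4 ± 5.3 (SD, n = 3) in roots, a log2 fold change of 1.27 (standard error 0.06, adjusted p = 3.1e-11) from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. The log2 fold changes of Potri.001G133200 and Potri.003G100200 were 1.80 and 1.05. The gene that fell, Potri.001G133300, is listed next to Potri.001G133200 and was at 6.67 ± 0.612 (SD, n = 3) in galls and 33.1 ± 1.37 (SD, n = 3) in roots, a log2 fold change of -2.31 (standard error 0.09, adjusted p = 2.98e-12). The counting can have split reads between these neighbouring copies.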

More expressed in the galls were two genes of C1 metabolism linked to monolignol methylation, homologs of *Arabidopsis S-ADENOSYLMETHIONINE SYNTHETASE* 3 (Potri.013G004100) and *METHYLENETETRAHYDROFOLATE REDUCTASE 2* (Potri.007G147300) [31].

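Potri.013G004100 had normalized counts of 259 ± 7.23 (SD, n = 3) in galls and 87.6 ± 12.6 (SD, n = 3) in roots, a log2 fold change of 1.56 (standard error 0.09, adjusted p = 4.13e-09) from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Potri.007G147300 had a log2 fold change of 1.02 (standard error 0.10, adjusted p = 1.22e-07), close to the threshold of 1, and 0.94 to 1.10 with each sample left out, passing in 4 of the 6 fits.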

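Of the 17 xylan genes in the secondary cell wall sheet of Table S2, 16 were higher and 1 lower in galls. The rises had log2 fold changes from 1.03 to 2.78, the largest that of the ESK1 homolog Potri.008G070200, at 11.6 ± 1.08 (SD, n = 3) in galls and 1.67 ± 0.358 (SD, n = 3) in roots. The gene that fell was the FRA8 homolog Potri.009G006500, at -1.52 (standard error 0.07, adjusted p = 8.92e-12) from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. The IRX15-L homologs had log2 fold changes of 1.03 for Potri.009G098800, 1.16 for Potri.005G141300 and 1.59 for Potri.001G302600. Potri.009G098800 passed in 2 of the 6 fits that each left out one sample, and the IRX10 homolog Potri.001G068100, at 1.04, in 3. The RWA3 homolog Potri.011G079400, at 1.04, passed in 5, and the other xylan genes passed in all 6.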

Homologs to genes involved in xylan reducing-end sequence formation (*PARVUS*), backbone elongation (*IRX9*/*PtrGT43A*, *IRX10*) and backbone substitution (*ESK1*, *GXMT1*, *GXM3*, *GUX1*, *RWA2*, *RWA3* and *TBL35*) were upregulated in the gall together with three homologs of *IRX15-L* (Table S2), which is required for xylan biosynthesis [32]. More expressed in galls were genes coding for PtCesA8-A (Potri.011G069600), a cellulose synthase partaking in cellulose deposition in SCW [33] and poplar homologs of *AtTED6* (Potri.002G072000) and *AtTED7* (Potri.007G108100, Potri.005G060700). 

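PtCesA8-A (Potri.011G069600) had normalized counts of 27.1 ± 3.36 (SD, n = 3) in galls and 11.9 ± 0.496 (SD, n = 3) in roots, a log2 fold change of 1.19 (standard error 0.10, adjusted p = 2.35e-08) from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. The TED6 homolog Potri.002G072000 had 1.63 and the TED7 homolog Potri.005G060700 3.23. The other TED7 homolog, Potri.007G108100, had a mean count of 19 in galls and 4.33 in roots and was below the filter of 20. Without the filter on low counts its log2 fold change was 2.09, with an adjusted p of 0.000871 from the same edgeR test.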

TED6 and TED7 are candidates to take part of the SCW CesA complex during xylem formation [34]. The same trend was observed for the expression of *XCP1* and *XCP2*, which are VND6-VND7-regulated during programmed cell death in xylem tissue [35,36]. 

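The XCP1 homolog Potri.004G207600 had a log2 fold change of 1.54 (standard error 0.20, adjusted p = 4.63e-06) from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. The XCP2 homologs were more abundant: Potri.005G256000 was at 90 ± 5.28 (SD, n = 3) in galls and 38.9 ± 4.35 (SD, n = 3) in roots, a log2 fold change of 1.21, and Potri.002G005700 at 48.3 ± 3.79 (SD, n = 3) in galls and 17.9 ± 3.24 (SD, n = 3) in roots, a log2 fold change of 1.43.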

We may also suppose that PtCesA8-A may contribute to cellulose deposition in GCs to cope with the cellular turgor pressure [20]. 

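The extensin gene Potri.002G070100 had normalized counts of 1604 ± 186 (SD, n = 3) in galls and 280.5 ± 20.2 (SD, n = 3) in roots, a log2 fold change of 2.52 (standard error 0.08, adjusted p = 5.47e-12) from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Potri.005G190100 was at 538 ± 11.4 (SD, n = 3) in galls and 118 ± 2.45 (SD, n = 3) in roots, a log2 fold change of 2.19 (standard error 0.06, adjusted p = 2.05e-14).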

Also upregulated in galls were several extensins (Potri.002G070100 and Potri.005G190100) which can covalently crosslink along the cell wall. As these proteins cause recalcitrance biomass in poplar [37], it is plausible that they are present in, and interact with, SCW of GCs and xylem and their building blocks xylan and lignin in xylem [38,39].

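Of the 44 genes of the secondary cell wall sheet of Table S2 that were tested, 43 were higher and 1 lower in galls, with a median log2 fold change of 1.55 and adjusted p-values of at most 5.79e-05 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. The sheet lists genes the paper selected as differentially expressed, so this count does not cover secondary cell wall genes that did not change. Nor does it cover the monolignol and lignan genes of Table 2, of which 13 were higher and 9 lower in galls. From these changes taken as a whole, the paper proposes a secondary cell wall programme within the xylem of the galls.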

Altogether, our data strongly suggest that galls induced by RKN undergo a SCW programme within the xylem tissue resulting from the infection. So far, most of the articles studying RKN interaction highlighted the differential regulation of genes of the phenylpropanoid pathway [7,12,13,40] but generally with a focus on GC development in herbaceous species (*Arabidopsis*, tomato, soybean). Our data indicate that this transcriptional regulation of monolignol biosynthesis is part of the gene network involved in the xylem development adjacent to GCs, together with xylan biosynthesis and cellulose deposition.

### 2.4. Galls are Associated with Major Expression Changes of Transcription Factors Regulating Xylem and Phloem Development and Cell Wall Formation

Galls are characterised by the development of *de novo* formed xylem cells, which are considered to be similar to wound-type xylem elements, and by the formation of phloem sieve elements [2]. As shown in Table 3, transcription factors (TFs) and other genes involved in vasculature patterning and xylem differentiation were found to be upregulated in the 21-day-old galls as compared to uninfected roots. This included the homolog of *Arabidopsis* HD-ZIP III *AtHB8* (Potri.006G237500), which promotes vascular cell differentiation to xylem [41,42]. 

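AtHB8's homolog Potri.006G237500 had normalized counts of 131 ± 2.42 (SD, n = 3) in galls and 64.7 ± 4.89 (SD, n = 3) in roots, a log2 fold change of 1.02 (standard error 0.06, adjusted p = 6.69e-10) from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. The value lay near the threshold and ranged from 0.95 to 1.06 with each sample left out in turn, passing in 5 of the 6 fits.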

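LBD1 (Potri.010G217700) had normalized counts of 5.56 ± 0.857 (SD, n = 3) in galls and 2.06 ± 0.472 (SD, n = 3) in roots, a log2 fold change of 1.43 (standard error 0.20, adjusted p = 8.75e-06) from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. The KANADI 1 homologs had log2 fold changes of 1.08 for Potri.012G042100 and 1.20 for Potri.017G137600, and the KANADI 2 homolog Potri.003G096300 had 1.79. Without root replicate 1 of the labels, Potri.012G042100 was at 0.98, below the threshold. APL is not analysed here.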

As well, *LBD1* (Potri.010G217700), which is involved in secondary phloem and ray cell formation [43], *ALTERED PHLOEM DEVELOPMENT* (*APL*), a phloem precursor [44], and *KANADI 1* and *KANADI 2*, coding for positive regulators of phloem formation through regulation of auxin flow [42,44], were upregulated. Two genes homologous to *ACAULIS 5* (*ACL5*), a direct target of AtHB8 with a role during xylem vessels and fibres specification, were upregulated in the galls. 

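Potri.010G089200 had normalized counts of 22.3 ± 1.05 (SD, n = 3) in galls and 7.69 ± 0.574 (SD, n = 3) in roots and Potri.008G151800 29 ± 1.06 (SD, n = 3) in galls and 9.47 ± 0.362 (SD, n = 3) in roots. Their log2 fold changes were 1.53 (standard error 0.10, adjusted p = 6.83e-10) and 1.61 (standard error 0.08, adjusted p = 7.67e-11) from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment.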

More specifically, *ACL5* prevents premature xylem cell death to allow their complete elongation and secondary cell wall deposition [35,45]. Two genes closely related to *AtPIN1*, involved in auxin efflux during early stages of procambial cell differentiation under the control of AtHB8 [35], as well as Potri.001G049700 and Potri.012G019400, coding respectively for PtCLE2 and PtCLE38 (homologous to *Arabidopsis* CLE41-CLE44/TDIF) peptides, displayed an expression pattern similar to *ACL5* homologues. 

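PtCLE38 (Potri.012G019400) was at 23.8 ± 1.69 (SD, n = 3) in galls and 6.74 ± 0.617 (SD, n = 3) in roots, a log2 fold change of 1.82 (standard error 0.10, adjusted p = 1.82e-10) from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. PtCLE2 (Potri.001G049700) was at 18.6 ± 2.38 (SD, n = 3) in galls and 3.88 ± 0.317 (SD, n = 3) in roots, a log2 fold change of 2.26 (standard error 0.13, adjusted p = 1.8e-10).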

The overexpression of *PtCLE38* and its cognate receptor kinase *PXY*, driven by phloem-specific and cambium-specific promoter, respectively, dramatically increases xylem cell density in hybrid aspen [46]. Overall, this transcriptional landscape indicates an ongoing formation of phloem and xylem tissues in the galls. These results are complementary of those gained from a transcriptomic time-course analysis of galls induced by RKN in *Arabidopsis* [10]. The authors report at 5 and 7 dai an upregulation of genes associated with procambium, such as *AtHB8* and *PXY*, while xylem-associated genes such as *XCP*s and *TED*s were slightly downregulated. In addition, phloem markers (*APL*, *SUC2*) were less upregulated than procambium genes. It is therefore consistent that genes associated with xylem and phloem differentiation are upregulated at later stages of gall development, i.e., 21 dai, to drive the maturation of the vascular system required for nematode feeding. 

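The rows of Table S2 used here list 11 genes with AT3G01680 as the closest Arabidopsis gene, and all 11 were higher in galls, with log2 fold changes from 2.08 to 3.42 and adjusted p-values of at most 8.66e-05 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. The most abundant was Potri.012G090400, with normalized counts of 239.5 ± 4.32 (SD, n = 3) in galls and 22.4 ± 3.11 (SD, n = 3) in roots. Several of these genes have neighbouring numbers and share a closest Arabidopsis gene, so their reads can have been split or left out. Further rows of the table are not used here.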

For instance, 16 genes homologous to *SIEVE-ELEMENT-OCCLUSION-RELATED 1* (AT3G01680), which is a marker of phloem development [10], were strongly upregulated in the galls (Table S2). Our data indicate that the gall maintain a pool of procambial cells late during its development, possibly through PtCLE2 or the secretion of a CLE-like peptide by the nematode [2], to support the formation of vascular tissue required for the completion of nematode life cycle.

Xylem cells undergo a SCW deposition program, including the biosynthesis of the main polysaccharide xylan and lignin. This SCW network is transcriptionally regulated by NACs and MYBs at three hierarchical levels [47,48,49,50]. 

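PtrSND1-B1 (Potri.014G104800) had normalized counts of 11 ± 0.486 (SD, n = 3) in galls and 4.71 ± 0.168 (SD, n = 3) in roots, a log2 fold change of 1.23 (standard error 0.12, adjusted p = 1.34e-07) from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. PtrMYB074 (Potri.015G082700) had 1.07, PtrSND2/3-A1 (Potri.011G058400) 1.51 and PtrSND2/3-B1 (Potri.007G135300) 1.33. The VND7 homologs were scarce. PtrVND7-1 (Potri.019G083600) was at 1.38 ± 0.358 (SD, n = 3) in galls and 0.219 ± 0.12 (SD, n = 3) in roots, a log2 fold change of 2.63 (standard error 0.44, adjusted p = 6.12e-05), and PtrVND7-2 (Potri.013G113100) at 1.89 ± 0.181 (SD, n = 3) in galls and 0.332 ± 0.0621 (SD, n = 3) in roots, a log2 fold change of 2.49 (standard error 0.33, adjusted p = 4.37e-06).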

The master regulator *PtrSND1-B1* (Potri.014G104800) and several downstream TFs, such as the second level *PtrMYB074* (Potri.015G082700), *PtrSND2/3-A1* (Potri.011G058400), *PtrSND2/3-B1* (Potri.007G135300), as well as *PtrVND7*-1 (Potri.019G083600) and *PtrVND7-2* (Potri.013G113100) were more expressed in galls, thereby confirming the expression pattern of genes involved in SCW formation. Also upregulated were 2 genes homologous to *WEE1 KINASE HOMOLOG* (Potri.T034700 and Potri.014G132400, Table S2), which arrests cell cycle at the G1/S step in response to DNA damage [51], providing a checkpoint mechanism before cellular division. 

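Normalized counts of Potri.T034700 were 9.57 ± 1.35 (SD, n = 3) in galls and 2.59 ± 0.343 (SD, n = 3) in roots, a log2 fold change of 1.88 (standard error 0.16, adjusted p = 2.94e-08) from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Those of Potri.014G132400 were 2.34 ± 0.46 (SD, n = 3) in galls and 0.518 ± 0.232 (SD, n = 3) in roots, a log2 fold change of 2.16 (standard error 0.34, adjusted p = 2.9e-05).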

WEE1 prevents premature tracheary element differentiation upon DNA damage to maintain meristem identity through a VND7-regulated mechanism [52]. WEE1 is also a crucial element during gall development, as an *Arabidopsis wee1* knockout line shows repressed infection and reproduction of RKN [53], suggesting that plant DNA integrity is an important element of the life cycle of the nematode. The hyperactivation of cell division occurring in galls is likely to provoke DNA damage [53]. We may speculate that WEE1 is involved in the maintenance of the pool of procambial cells, by preventing vascular differentiation through detection of DNA damages induced by nematodes.

However, some of the TFs controlling SCW formation were downregulated in galls, such as *PtrMYB088* (Potri.018G095900) and *PtrMYB175* (Potri.017G017600) which are regulated by PtrMYB021, PtrMYB074, or both [47]. 

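PtrMYB088 (Potri.018G095900) was at 1.99 ± 0.432 (SD, n = 3) in galls and 6.05 ± 0.14 (SD, n = 3) in roots, a log2 fold change of -1.60 (standard error 0.18, adjusted p = 7.89e-07) from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. PtrMYB175 (Potri.017G017600) was at 0.678 ± 0.257 (SD, n = 3) in galls and 4.02 ± 0.268 (SD, n = 3) in roots, a log2 fold change of -2.58 (standard error 0.26, adjusted p = 2.44e-07).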

PtrSND1-B1 directly regulate the expression of *PtrMYB021* and *PtrMYB074*, which are transcriptional activators of fibres and vessels in poplar [47]. 

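The largest fall among these genes was that of the KNAT3 homolog Potri.018G114100, at 18.4 ± 1.42 (SD, n = 3) in galls and 179 ± 8.95 (SD, n = 3) in roots, a log2 fold change of -3.29 (standard error 0.07, adjusted p = 3.53e-15) from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. The other KNAT3 homolog, Potri.006G259400, had -1.12. The BLH7 homolog Potri.002G031000 had -2.38, the BLH4 homolog Potri.005G129500 -1.11, and the BLH6 homologs -1.23 for Potri.004G159300 and -1.16 for Potri.009G120800.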

*KNOX* homologous to *Arabidopsis BLH4* (*PtrWBLH2*/Potri.005G129500), *BLH6* (*PtrWBHLH3*/Potri.004G159300, Potri.009G120800), *BLH7* (*PtrWBLH1*/Potri.002G031000) and *KNAT3* (Potri.018G114100 and Potri.006G259400) were also repressed in galls (Table 3). Heterodimers between BLH and KNAT are able to repress the expression of monolignol biosynthetic genes [54], while BLH6 is able to repress SCW formation [55]. Another TF from the KNOX family, KNAT2/6b, inhibits the differentiation of xylem cells through repression of several *NAC* and *MYB* TFs [56]. The development of the gall vascular system may therefore be associated with a repression of genes preventing the differentiation of these specialised cells, possibly guaranteeing sugar and water sources throughout the nematode life cycle. Since these genes are, during normal development, co-expressed with the positive regulators of this biological process [50,55,56], we may hypothesise that their down-regulation in the galls is tuned by an exogenous factor, as for example a compound secreted by the nematode [57]. Finally, one can hypothesise that the down-regulation of these repressors leads to drastic xylem development to support the completion of the nematode life cycle. Alternatively, expression of these genes may be higher in GCs (to prevent further differentiation) than in xylem cells; assuming that gene transcription is significantly enhanced in GCs as compared to xylem, the resulting overall balance shows gene repression in galls.

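The XND1 homologs Potri.005G064100 and Potri.007G105000 had log2 fold changes of -1.71 (standard error 0.15, adjusted p = 4.46e-08) and -1.59 (standard error 0.14, adjusted p = 3.38e-08) from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. The VNI2 homolog Potri.001G061200 was at 72.4 ± 5.02 (SD, n = 3) in galls and 244 ± 18.7 (SD, n = 3) in roots, a log2 fold change of -1.75 (standard error 0.07, adjusted p = 2.91e-12).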

The expression of the *Arabidopsis* homologs of *XND1* and *VNI2*, which inhibit xylem differentiation and lignocellulose biosynthesis [58,59] and xylem vessel formation [60], respectively, were downregulated in galls. Potri.013G109300, homologous to the MYB R2-R3 subgroup *AtMYB3*, as well as Potri.017G017600, Potri.002G073500 and Potri.005G186400 (homologous to *AtMYB52*) were also downregulated in galls. 

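Potri.013G109300 was at 44.5 ± 4.61 (SD, n = 3) in galls and 166 ± 6.93 (SD, n = 3) in roots, a log2 fold change of -1.90 (standard error 0.07, adjusted p = 1.85e-12) from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Among the MYB52 homologs, Potri.002G073500 had -2.10 and Potri.017G017600 -2.58. Potri.005G186400 was scarce, at 0.368 ± 0.131 (SD, n = 3) in galls and 0.891 ± 0.263 (SD, n = 3) in roots, with -1.28 (standard error 0.41, adjusted p = 0.0112), and passed in 4 of the 6 fits that each left out one sample.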

AtMYB3 and AtMYB52 negatively regulate the lignification process [61,62]. These data therefore suggest that the de-repression of the SCW/lignin transcriptional network and of xylem differentiation is part of the nematode-induced gall development program.

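Of the 31 genes of Table 3, 17 were higher and 14 lower in galls, with log2 fold changes from -3.29 to 2.63 and adjusted p-values of at most 0.0112 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. The table lists genes the paper selected as differentially expressed, so regulators that did not change are not covered.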

### 2.5. Expression of Genes Related to Phytohormones is Modified in Galls

Nematodes alter the metabolism of the host to favour cell division, leading to gall formation. The GO analysis highlighted the up-regulation of genes involved in nuclear division and cytokinesis (Figure 1). These genes included *FUSED* (*FU*) and *MINICHROMOSOME MAINTENANCE 3, 4, 5, 6, 7, 8* and *10* (*MCM*3, 4, 5, 6, 7, 8, 10), which are important actors of cell division [63,64] (Table 4), and genes encoding cyclins (Table S2), which activate the cell cycle in infected roots, as similarly observed in RKN-induced galls in *Arabidopsis* [65]. 

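The FU homologs had log2 fold changes of 1.21 for Potri.T058000 and 1.23 for Potri.019G052500. All 9 MCM genes of Table 4 were higher in galls, with log2 fold changes from 1.71 to 2.54. The MCM3 homolog Potri.004G131600 was at 59.1 ± 3.5 (SD, n = 3) in galls and 11.6 ± 1.37 (SD, n = 3) in roots, a log2 fold change of 2.34 (standard error 0.09, adjusted p = 1.13e-12) from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. MCM8 (Potri.006G131900) and MCM10 (Potri.009G134500) were the scarcest, at gall means of 2 and 2.21 normalized counts. All 25 cyclin genes listed in the phytohormone sheet of Table S2 were higher, from 1.20 to 2.66 on the log2 scale.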

The increased cell division in galls is (partially) activated through cytokinin signalling [57]. Accordingly, several homologs of the *ARABIDOPSIS RESPONSE REGULATOR* (*ARR*) genes, which are the final acceptors of the cytokinin signalling pathway, were upregulated in the galls (*ARR2*, *9*), while expression of *ARR12* was repressed. 

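The ARR2 homolog Potri.002G152900 was at 2.87 ± 0.0499 (SD, n = 3) in galls and 1.16 ± 0.354 (SD, n = 3) in roots, a log2 fold change of 1.30 (standard error 0.25, adjusted p = 0.000231) from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. The ARR9 homologs had 1.01 for Potri.006G041100 and 1.29 for Potri.002G082200, and the first passed the threshold in 3 of the 6 fits that each left out one sample. The ARR12 homolog Potri.018G111300 fell, with a log2 fold change of -1.39 (standard error 0.11, adjusted p = 1.34e-08).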

ARR2 and ARR12 are type-B regulators (mediating cytokinin-dependant transcriptional activation) while ARR9 is a type-A regulator (negative regulator of cytokinin signalling; [66]). 

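In galls, the ARR9 homologs Potri.006G041100 and Potri.002G082200 had normalized counts of 56.4 ± 2.74 and 19.7 ± 2.38 (SD, n = 3). The type-B genes were at 2.87 ± 0.0499 for ARR2 (Potri.002G152900) and 5.69 ± 0.448 for ARR12 (Potri.018G111300). Normalized counts are not scaled by gene length, so a comparison between genes also holds their lengths.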

The expression of *ARR9* in galls is much higher than the 2 type-B, suggesting that cytokinin signalling is repressed. Cytokinins in association with auxins are determinant factors of phloem formation in galls [2]. Previous works noted the upregulation of another type-A, *ARR5*, in the cells surrounding the GC, i.e., phloem [67], while no response related to type-B ARR was observed in *Arabidopsis* galls [68]. Our data also indicate that positive cytokinin-dependant gene expression is repressed in 21 dai galls. It has been suggested that this gene expression pattern may prevent the differentiation of protophloem, which is devoid of companion cells as observed in RKN-induced galls, into metaphloem [68].

Auxin is another key hormone for gall development, with roles ranging from cell cycle activation to cell wall remodelling [2,69]. Our data do not point to a prominent role of auxin in 21 dai galls. First, the expression of *YUCCA* genes, which encode the rate-limiting step enzyme in auxin biosynthesis, were downregulated in galls. 

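YUC6 (Potri.018G036800) was at 1.42 ± 0.211 (SD, n = 3) in galls and 4.73 ± 0.699 (SD, n = 3) in roots, a log2 fold change of -1.73 (standard error 0.21, adjusted p = 1.5e-06) from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. YUC10 (Potri.002G207400) was at 13.1 ± 1.91 (SD, n = 3) in galls and 31.8 ± 4.51 (SD, n = 3) in roots, a log2 fold change of -1.28 (standard error 0.12, adjusted p = 3.59e-07).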

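Of the 9 ARF genes listed in the phytohormone sheet of Table S2, 7 passed the threshold with lower counts in galls and 1 with higher counts. The ARF11 homolog Potri.002G172800 fell most, with a log2 fold change of -2.23 (standard error 0.08, adjusted p = 4.98e-13) from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. The ARF10 homolog Potri.004G211700 had -1.42, and the ARF2 homologs had -1.31 for Potri.012G106100, -0.99 for Potri.015G105300 and 1.18 for Potri.003G163600. Potri.015G105300 did not pass the fold-change rule, though it did in 3 of the 6 fits that each left out one sample. Of the 22 SAUR-like genes of that sheet, 10 were lower, from -1.26 to -6.62 on the log2 scale, and 12 higher, from 1.02 to 2.80. Of the rises, 5 passed in only 3 to 5 of the 6 fits, and the falls passed in all 6. The largest fall was that of Potri.002G057500, at 0.184 ± 0.124 (SD, n = 3) in galls and 19.1 ± 0.744 (SD, n = 3) in roots.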

Second, the large majority of the *AUXIN RESPONSE FACTORS* (such as homologs of *ARF2*, *ARF10* and *ARF13*) and of the *SMALL AUXIN-UP RNA* genes (*SAUR*) were consistently repressed in galls (Table S2). The expression of several genes homologous to *PIN*, which pump the auxin out of the cell, was significantly upregulated in galls (Table 4), where they may contribute to auxin delivery in GCs [69]. 

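Among the PIN genes of Table 4, the PIN6 homolog Potri.002G072200 rose most, at 3.62 ± 0.166 (SD, n = 3) in galls and 0.377 ± 0.0743 (SD, n = 3) in roots, a log2 fold change of 3.25 (standard error 0.27, adjusted p = 2.08e-08) from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. The other PIN6 homolog, Potri.005G187500, had 1.58, the PIN3 homolog Potri.008G129400 1.69 and the PIN4 homolog Potri.004G124200 1.43.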

We may speculate that the sampled material (21 dai) has developed to a stage where auxin signalling is decreased. Indeed, an auxin response has been detected before the differentiation of phloem cells [68], at earlier stages of gall development (between 1 and 2 weeks after infection). The upregulation of several phloem marker genes in our galls suggest that weak auxin signalling is a consistent trait of vascular differentiation in RKN-induced galls.

Several genes involved in ethylene biosynthesis and signalling showed altered expression patterns in galls (Table S2). Indeed, two out of three genes homologous to the *ETHYLENE-FORMING ENZYME ACO4* were upregulated in galls, together with several TFs activating downstream ethylene response, the *ETHYLENE RESPONSIVE ELEMENT BINDING FACTORS* (*EREBF*, including *ERF1*; [70]). 

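The ACO4 homolog Potri.011G020900 was at 345 ± 49.6 (SD, n = 3) in galls and 28.4 ± 2.77 (SD, n = 3) in roots, a log2 fold change of 3.60 (standard error 0.11, adjusted p = 2.63e-10) from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Potri.002G224100 had 1.95, while Potri.004G003000 fell, at -3.55 (standard error 0.34, adjusted p = 0.000581). Genes that Table S2 names ERF1 had log2 fold changes of 2.50 for Potri.010G072300, 2.84 for Potri.005G223300, 3.45 for Potri.005G223200 and 2.10 for Potri.008G166200. Of the other ERF genes listed, Potri.003G150700 and Potri.001G397200 rose, by 2.19 and 1.62, and Potri.001G079900 and Potri.001G154200 had -1.12 and -2.36. Without root replicate 3 of the labels, Potri.001G079900 was at -0.92, short of the threshold.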

Ethylene signalling pathway enhances lignin biosynthesis, which contribute to the strengthening of xylem SCWs [71]. Ethylene may thus be an important player of xylem gall development.

Our data did not show a clear trend regarding the potential involvement of gibberellic acid (GA) in galls (Table 4), probably because of the gall developmental stage (21 dai) analysed here. Indeed, the expression of two genes encoding enzymes catalysing, respectively, the GA biosynthesis rate limiting step, *GA20OX2* (*GIBBERELLIN 20 OXIDASE 2*), and the last reaction of this pathway, *GA3OX1*, were strongly downregulated in galls (log_2_ FC of −1.80 and −4.20 for *GA20OX2*; −2.28 and −2.82 for *GA3OX1*). In addition, *GA2OX4*, a gene responsible for GA inactivation [72] was also downregulated in galls. However, three GA-induced genes (2 homologs of *GASA14* and one homolog of *GASA6*) were upregulated in galls and genes coding for the transcriptional regulators repressing GA response, the DELLA proteins GAI and RGA [73], were strongly downregulated (Table 4). 

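The GA20OX2 homologs Potri.012G132400 and Potri.015G134600 had log2 fold changes of -4.20 (standard error 0.19, adjusted p = 1.35e-11) and -1.79 (standard error 0.16, adjusted p = 4.1e-08) from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. The GA3OX1 homolog Potri.006G247700 had -2.74. The other, Potri.003G057400, was scarce and variable in roots, at 0.721 ± 0.296 (SD, n = 3) in galls and 3.99 ± 2.61 (SD, n = 3) in roots, with -2.47 (standard error 0.63, adjusted p = 0.0107) and values of -2.86 to -1.85 with each sample left out.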

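GA2OX4 (Potri.010G149700) was at 2.02 ± 0.402 (SD, n = 3) in galls and 7.7 ± 0.412 (SD, n = 3) in roots, a log2 fold change of -1.93 (standard error 0.17, adjusted p = 4e-08) from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment.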

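The GASA6 homolog Potri.017G124200 was at 55 ± 6.76 (SD, n = 3) in galls and 5.33 ± 0.859 (SD, n = 3) in roots, a log2 fold change of 3.36 (standard error 0.12, adjusted p = 5.11e-12) from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. The GASA14 homologs had 1.46 for Potri.012G076700 and 2.74 for Potri.015G071500. The GAI homolog Potri.016G027800 had -3.27 and the RGA homologs had -2.47 for Potri.007G133000 and -1.15 for Potri.017G125200. A further RGA homolog, Potri.017G021400, had a mean count of 17.7 in roots and 0 in galls and was below the filter of 20. Without the filter on low counts its log2 fold change was -7.16, a size set in part by the small count edgeR adds to zeros.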

Despite the down-regulation of the biosynthetic genes, it seems therefore that galls are characterised by an increased response to GA. It is plausible that GA are synthetized in the roots [74] and activate the signalling pathway in the galls. This phytohormone is required for pectin biosynthesis and homogalacturonan esterification and is involved in the modification of the cellulose-xyloglucan network [75]. GA also upregulate the expression of the three SCW *CesA*s in *Arabidopsis* [76]. This gene expression pattern suggests that GA are an important factor in the RKN-plant interaction both in young cells remodelling their PCW and in cells undergoing a SCW formation.

Finally, salicylic acid (SA) is a phytohormone of critical importance during plant response to various biotic stresses. The SA biosynthesis gene *ICS1*, encoding ISOCHORISMATE SYNTHASE 1, was found to be slightly (log_2_ FC 1.16) upregulated in galls as compared to uninfected roots. 

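ICS1 (Potri.012G070000) was at 2.64 ± 0.44 (SD, n = 3) in galls and 1.19 ± 0.359 (SD, n = 3) in roots, a log2 fold change of 1.15 (standard error 0.27, adjusted p = 0.00114) from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. With each sample left out in turn the change was 0.92 to 1.33 and passed the threshold in 5 of the 6 fits.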

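The PR1 homologs Potri.001G288600 and Potri.009G082800 were the most abundant. Potri.001G288600 was at 356 ± 9.4 (SD, n = 3) in galls and 100.2 ± 37.7 (SD, n = 3) in roots, a log2 fold change of 1.83 (standard error 0.31, adjusted p = 0.00555) from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, and Potri.009G082800 at 126 ± 18.5 (SD, n = 3) in galls and 11.8 ± 2.55 (SD, n = 3) in roots, a log2 fold change of 3.42 (standard error 0.17, adjusted p = 1.26e-06). The other homologs had log2 fold changes of 3.76 for Potri.009G082900 and 4.76 for Potri.001G288400. These genes lie close to each other in number in pairs, so reads of similar copies can have been split.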

A higher expression of four genes homologous to *PATHOGENESIS-RELATED 1* (*PR1*), a marker of SA-related plant defence was also observed. Furthermore, high expression of a gene homologous to *WRKY53*, a SA-inducible TF [77] was observed in galls (Table 4). 

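The WRKY53 homolog Potri.002G168700 was at 13.2 ± 0.834 (SD, n = 3) in galls and 3.37 ± 0.79 (SD, n = 3) in roots, a log2 fold change of 1.97 (standard error 0.15, adjusted p = 7.34e-09) from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment.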

SA strongly antagonizes the jasmonic acid (JA) signalling pathway [78] and down-regulates the expression of several genes of the JA biosynthetic pathway [79]. Accordingly, the gene coding for JASMONATE RESISTANT 1 (JAR1) was repressed in galls and those encoding JASMONATE-ZIM-DOMAIN PROTEIN (JAZ) 5, 6 and 10 (Table S2) were upregulated. 

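JAR1, listed in Table S2 as FIN219 (Potri.002G168200), was at 32.1 ± 1.87 (SD, n = 3) in galls and 83.3 ± 7.89 (SD, n = 3) in roots, a log2 fold change of -1.38 (standard error 0.08, adjusted p = 1.54e-10) from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. JAZ5 (Potri.001G166200) had 2.05, JAZ6 (Potri.003G068900) 3.90 and JAZ10, listed as JAS1 (Potri.001G062500), 2.77. The table also lists Potri.015G035800, named JAI3, which fell, with -1.44.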

JAR1 catalyses the formation of the bioactive jasmonyl-isoleucine (JA-Ile) conjugate, while JAZ proteins repress the JA signalling pathway [80]. JA favours secondary growth and more specifically the formation of phloem fibres in herbaceous species [81,82]. Since phloem developing in galls retains a protophloem identity [68], we may hypothesise that phloem fibre formation, a strong differentiation process, is repressed in galls. The expression pattern of genes related to JA biosynthesis and signalling may be linked to the absence of phloem fibres in galls. Consequently, our data suggest that JA is not a key phytohormone partaking in vascular patterning of galls.

Overall, as already reported for other plant-RKN interactions [83], many genes coding for hormone metabolism and signalling are differentially expressed in 21 day-old poplar galls. Although the role of these different hormones in the plant-RKN interaction is not clearly elucidated, these are obviously involved in gall formation, development and metabolism. It is therefore likely that gall development is closely associated with moving transcriptional signatures of phytohormones biosynthesis and signalling, as already shown in galls from 2 to 14 dai [20].

### 2.6. Comparative Metabolic Profiling of Mature Gall and Root in Poplar

To strengthen the results obtained by RNA-Seq with potential alterations in the soluble phenolic pool, a phenylpropanoid-targeted metabolomic analysis of methanolic extracts from uninfected roots and 21 dai galls was performed. A total of 21045 mass-to-charge ratio (*m/z*) features, including ones associated with compounds from both plant and nematode origin, were identified. To gain insight into the metabolites that differ between the organs, a one-way ANOVA was performed here (*p*-value ≤ 0.05). Following this analysis, 12921 features differed in abundance between uninfected roots and galls (Table S4). As shown in Table 5, among the principal identified *m/z* features more abundant in galls, phenylpropanoids derived from hydroxycinnamic acids such as ferulic and caffeic acids were prevalent. Four guaiacyl/syringil trilignols were slightly more abundant in galls, suggesting a higher production of monolignols and lignin/lignans.

Tryptophan and SA-derived molecules including tremulacin, salicyloyl salicin, salicortin and salireposide, also showed an increased abundance in galls. Tryptophan accumulation may result from, (i) the increased activity of the shikimate pathway that supplies phenylalanine for phenylpropanoids biosynthesis [84], and (ii) the biosynthesis of indole-conjugates as defence metabolites, requiring tryptophan as substrate [85]. Salicortin, salireposide and tremulacin are detected in higher amount in the phenolic fraction of a transgenic poplar stem with altered *LACCASE 3* expression, as compared to the wild type [86]. This transgenic line has no lignin phenotype but show defects in the structure of cell wall of the xylem fibres and it has been suggested that such phenolic compounds may cross-link with cell wall components, especially in PCW and middle lamella. Overexpression of *EgMYB88* induces salicortin, salireposide and tremulacin accumulation in the stem of poplar [87]. EgMYB88 may control the biosynthesis of phenylpropanoids (monolignols, flavonoids and phenolic glycosides) in the cambium and in young differentiating xylem cells of woody species [87]. It is also relevant that Potri.013G074500, encoding a benzoyl-*CoA*:salicylalcohol *O*-benzoyltransferase involved in salicinoids biosynthesis [87], was upregulated in galls (Table S2). 

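Potri.013G074500 was at 64.2 ± 5.16 (SD, n = 3) in galls and 20.2 ± 3.93 (SD, n = 3) in roots, a log2 fold change of 1.67 (standard error 0.12, adjusted p = 3.38e-07) from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment.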

The accumulation of phenolic glycosides in the altered *LACCASE 3* and *EgMYB88* backgrounds, likely indicate that they play a role in SCW formation in galls. From a plant-nematode interaction perspective, tremulacin, salicyloyl salicin, salicortin and salireposide show anti-herbivore properties [88]. Moreover, SA has a strong nematicidal activity [89], supporting the hypothesis that these four molecules are part of the plant response to nematode infection. For instance, salireposide consists in the conjugation of salicin with 1-hydroxy-6-oxo-2-cyclohexene-1-carboxylic acid (HCC), the precursor of 6-hydroxy-2-cyclohexen-on-oyl (HCH), which is toxic to herbivores [90].

The six most down-accumulated identified compounds (<0.1× in galls are a ferulic acid derivate, chlorogenic acid (CGA), as well as 3 *p*-coumaric acid and 1 caffeic acid derivates. CGA is involved in root hair formation [91], lignin biosynthesis [92], and in plant defence [85,93]. CGA competes with SA for the pool of *p*-coumarate, a molecule required for the biosynthesis of both compounds [94,95]. The pool of CGA may therefore decrease because the biosynthesis of SA derivates and monolignols are favoured in galls.

## 3. Materials and Methods

### 3.1. Plant and RKN Material, Growth Conditions and Nematode Infection

Poplar (*P. tremula* × *P. alba* clone INRA 717-1B4) was grown aseptically as described in [96]. RKN infections were as described in [4].

### 3.2. RNA-Seq

Total RNA was extracted from 21 dai galls and corresponding uninfected poplar roots (*n* = 3) using the Plant RNA Isolation Kit (Agilent, Santa Clara, CA, USA) with a 15 min incubation step and a 5 min centrifugation step (20,000× *g*) added before prefilter column application. RNA quality controls were performed using a BioAnalyzer RNA Nano (Agilent, Santa Clara, CA, USA). All samples presented a RIN comprised between 9 and 10. TruSeq mRNA Stranded libraries were performed following Illumina guidelines.

Library control quality and library quantifications were performed using the QIAxcel DNA (QIAgen, Hilden, Germany) and the Kapa Library Quantification (Kapa Biosystems, Amsterdam, Netherlands) kits, respectively. After pooling and normalization of libraries, sequencing was done on a NextSeq500 Sequencing System (Illumina, San Diego, CA, USA). RNA quality test and sequencing were completed by the GIGA genomic platform (Liege University, Liege, Belgium).

Raw reads were trimmed for quality and mapped to the substituted genome sequence of *P. tremula* × *P. alba* 717-1B4 (http://aspendb.uga.edu/index.php/databases/spta-717-genome; [97,98]) using CLC Genomics Workbench v9.5.2 and the primary transcripts only. For mapping, the minimum length fraction was 0.9, the minimum similarity fraction 0.8, the maximum number of hits for a read was set to 1, mapping was not strand specific and only intact paired reads were counted (Table S1). To identify differentially regulated *Populus* transcripts, the Linear Models for Microarray and RNA-Seq Data (limma) package [99] in R (R Development Core Team, 2013, Vienna, Austria) and the raw counts from the CLC mapping were used as described in [100]. The complete RNA-Seq data was submitted to GEO (GSE112673).

### 3.3. Validation of the RNA-Seq Results

The same RNA was used for RNA-Seq and RT-qPCR analyses. RT using ProtoScript^®^ II First Strand cDNA Synthesis Kit (NEB, Ipswich, MA, USA) was made to perform validation on gall vs. root (500 ng RNA per RT) and diluted 20×. Next, qPCR (*n* = 2) was achieved using *PT1* (Potri.002G127700.1), *CYC063* (Potri.005G240200.1) and *UBP22* (Potri.018G017000.1) as reference genes [4]. The RNA-Seq results were validated for 7 genes using RT-qPCR. The observed fold changes were consistent between the two methods (Table S5).

### 3.4. Metabolomics

Uninfected roots and 21 dai galls (*n* = 4) were frozen in liquid N_2_ and grinded. A total of 100 mg of gall and 200 mg of root samples were extracted with 2 volumes of methanol. After agitation of 30 min at room temperature and centrifugation, supernatants were dried for 2 h in a speedvac and dissolved in 100 µl of cyclohexane and 100 µl of milliQ water. After centrifugation, 3 µl water phases were analysed by reversed phase Ultrahigh Performance Liquid Chromatography (Acquity UPLC I-Class system; Waters, Milford, MA, USA) coupled to a Quadrupole-Time-of-Flight Mass Spectrometer (Vion IMS QTOF; Waters) via an Electrospray Ionization source operated in the negative ionization mode. Chromatographic and MS conditions were as previously described [101], chromatogram processing was done with Progenesis QI v2.3 (Waters). Using an in-house database, identifications (built with Instant Jchem for Excel, ChemAxon, Budapest, Hungary) were based on the retention time, precursor *m/z* value and MS spectra recorded in data-independent acquisition mode (low energy was set at 6 eV, high energy was ramped from 10 to 40 eV). LC-MS data were normalised for the sample dry weight and further statistically analysed using R v. 3.4.3. Missing data were replaced by a random number drawn from a uniform distribution between 1 and 5 [sample() function].

The homogeneity of variance between galls and uninfected roots was checked using the bartlett.test() function and a Box-Cox transformation was applied whenever necessary. A one-way Analysis of Variance (ANOVA) model was computed with the lm() function in which weighing was necessary due to the loss of one root sample.

## 4. Conclusions

Galls in poplar result from the proliferation of xylem and phloem tissues to support the feeding of the nematode through the GCs. These biological processes rely on the preferential expression of several TFs and downstream biosynthetic genes, notably those involved in SCW formation. Nematode is therefore able to manipulate plant transcriptional regulation to mimic a developmental differentiation process favouring its own life cycle, at the expense of plant metabolism. However, the identification of the nematode molecular signals steering this programme will require further investigations. It seems that phytohormones such as cytokinins, GA and SA shape the development of galls. The targeted analysis of metabolites related to monolignols and salicylated products confirmed the reaction of the plant after nematode infection, which consists in the biosynthesis of monolignol intermediates and phenolic glycosides as lignin building blocks for xylem SCW.

## Figures and Tables

**Figure 1:**
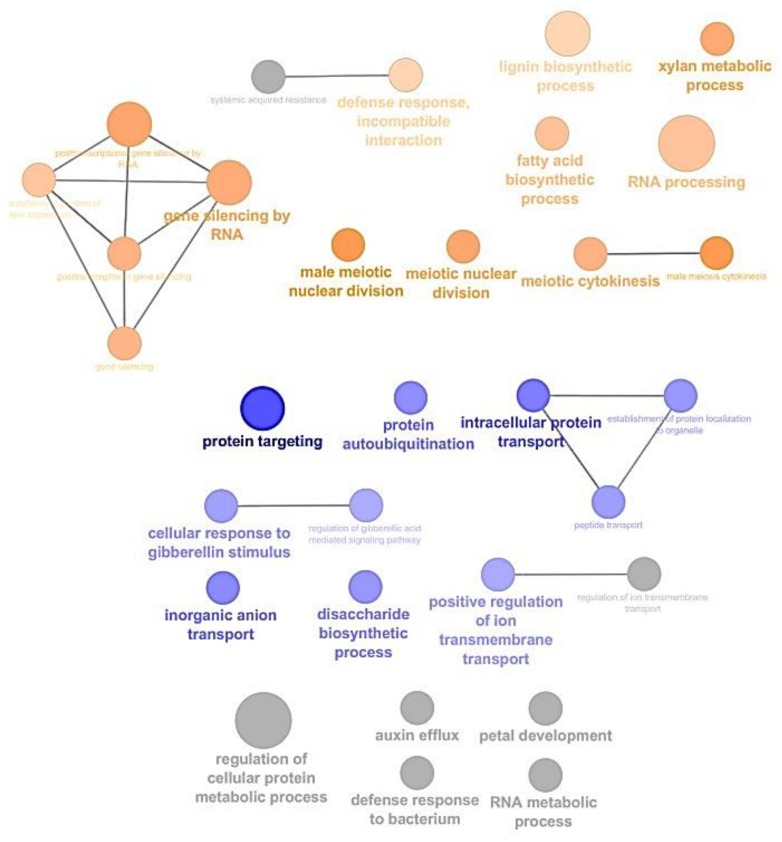
Gene ontology (GO) enrichment performed with the subset of genes showing –2 > fold change > 2 in Cytoscape using ClueGO and CluePedia. Biological processes with genes overrepresented in 21 dai galls and uninfected roots are shown in orange and blue, respectively. All GO are listed in Table S3.

**Table 1:** Differentially expressed genes involved in PCW formation and modification in 21 dai galls versus uninfected roots.

Poplar ID	log_2_ FC	*Arabidopsis* ID	*Arabidopsis* Gene Name
Potri.005G087500	1.33	AT5G64740.1	*CESA6*, *E112*, *IXR2*, *PRC1*
Potri.005G194200	1.06	AT2G21770.1	*CESA09*, *CESA9*
Potri.016G054900	1.49	AT5G05170.1	*ATCESA3*, *ATH-B*, *CESA3*, *CEV1*, *IXR1*
Potri.006G052600	1.64	AT5G05170.1	*ATCESA3*, *ATH-B*, *CESA3*, *CEV1*, *IXR1*
Potri.006G004200	2.45	AT1G55850.1	*ATCSLE1*, *CSLE1*
Potri.001G369100	−1.12	AT1G55850.1	*ATCSLE1*, *CSLE1*
Potri.003G142400	2.04	AT4G23990.1	*ATCSLG3*, *CSLG3*
Potri.003G142300	3.43	AT4G23990.1	*ATCSLG3*, *CSLG3*
Potri.003G142500	2.29	AT4G23990.1	*ATCSLG3*, *CSLG3*
Potri.009G149700	1.46	AT5G22740.1	*ATCSLA02*, *ATCSLA2*, *CSLA02*, *CSLA2*
Potri.004G189000	2.12	AT5G22740.1	*ATCSLA02*, *ATCSLA2*, *CSLA02*, *CSLA2*
Potri.013G082200	1.12	AT3G03050.1	*ATCSLD3*, *CSLD3*, *KJK*
Potri.014G125100	1.72	AT1G02730.1	*ATCSLD5*, *CSLD5*, *SOS6*
Potri.002G200300	1.86	AT1G02730.1	*ATCSLD5*, *CSLD5*, *SOS6*
Potri.005G146900	1.31	AT4G07960.1	*ATCSLC12*, *CSLC12*
Potri.002G114200	1.45	AT4G07960.1	*ATCSLC12*, *CSLC12*
Potri.018G009300	1.17	AT4G31590.1	*ATCSLC05*, *ATCSLC5*, *CSLC05*, *CSLC5*
Potri.006G270900	1.43	AT4G31590.1	*ATCSLC05*, *ATCSLC5*, *CSLC05*, *CSLC5*
Potri.002G236200	3.78	AT3G23730.1	*XTH16*
Potri.019G125000	2.34	AT4G03210.1	*XTH9*
Potri.013G152400	3.03	AT4G03210.1	*XTH9*

**Table 2:** Differentially expressed genes involved in monolignol and lignan biosynthesis in 21 dai galls versus uninfected roots.

Poplar ID	log_2_ FC	*Arabidopsis* ID	*Arabidopsis* Gene Name
Monolignol Biosynthesis			
Potri.016G091100	1.12	AT2G37040.1	*PAL1*
Potri.006G126800	1.26	AT2G37040.1	*PAL1*
Potri.018G146100	3.47	AT2G30490.1	*ATC4H*, *C4H*, *CYP73A5*, *REF3*
Potri.018G105500	−1.45	AT5G48930.1	*HCT*
Potri.018G105400	−1.22	AT5G48930.1	*HCT*
Potri.001G045500	2.37	AT1G15950.1	*ATCCR1*, *CCR1*, *IRX4*
Potri.008G136600	1.06	AT1G67980.1	*CCOAMT*
Potri.009G099800	1.13	AT4G34050.1	*CCoAOMT1*
Potri.006G169700	−1.21	AT3G21240.1	*4CL2*, *AT4CL2*
Potri.003G188500	−1.21	AT3G21240.1	*4CL2*, *AT4CL2*
Potri.009G063400	−1.16	AT4G37980.1	*ATCAD7*, *CAD7*, *ELI3*, *ELI3-1*
Potri.009G095800	−1.75	AT3G19450.1	*ATCAD4*, *CAD*, *CAD-C*, *CAD4*
Potri.016G078300	1.08	AT4G37970.1	*ATCAD6*, *CAD6*
Potri.002G072100	2.93	AT1G77120.1	*ALCOHOL DEHYDROGENASE 1*
Potri.007G016400	−2.15	AT4G36220.1	*CYP84A1*, *FAH1*
Potri.005G117500	−3.70	AT4G36220.1	*CYP84A1*, *FAH1*
Lignan biosynthesis			
Potri.002G034400	1.26	AT1G75280.1	*PCBER1*
Potri.001G133200	1.79	AT1G32100.1	*ATPRR1*, *PRR1*
Potri.003G100200	1.04	AT1G32100.1	*ATPRR1*, *PRR1*
Potri.001G133300	−2.33	AT1G32100.1	*ATPRR1*, *PRR1*
Methyl donors			
Potri.013G004100	1.56	AT3G17390.1	*MAT4*, *MTO3*, *SAMS3*
Potri.007G147300	1.00	AT2G44160.1	*MTHFR2*

**Table 3:** Differentially expressed genes involved in vascular identity in 21 dai galls versus uninfected roots.

Poplar ID	log_2_ FC	*Arabidopsis* ID	*Arabidopsis* Gene Name
Potri.006G237500	1.01	AT4G32880.1	*ATHB-8*, *ATHB8*, *HB*-8
Potri.010G089200	1.53	AT5G19530.1	*ACL5*
Potri.008G151800	1.60	AT5G19530.1	*ACL5*
Potri.010G217700	1.42	AT1G07900.1	*LBD1*
Potri.012G042100	1.08	AT5G16560.1	*KAN*, *KAN1*
Potri.017G137600	1.16	AT5G16560.1	*KAN*, *KAN1*
Potri.003G096300	1.78	AT1G32240.1	*KAN2*
Potri.006G037000	1.31	AT1G73590.1	*ATPIN1*, *PIN1*
Potri.016G035300	1.59	AT1G73590.1	*ATPIN1*, *PIN1*
Potri.012G019400	1.81	AT3G24770.1	*CLE41*, *TDIF*
Potri.001G049700	2.24	AT4G13195.1	*CLE44*, *TDIF*
Potri.014G104800	1.21	AT2G46770.1	*ANAC043*, *EMB2301*, *NST1*
Potri.011G058400	1.49	AT4G28500.1	*ANAC073*, *NAC073*, *SND2*
Potri.007G135300	1.31	AT4G28500.1	*ANAC073*, *NAC073*, *SND2*
Potri.015G082700	1.06	AT1G57560.1	*AtMYB50*, *MYB50*
Potri.013G113100	2.43	AT1G71930.1	*ANAC030*, *VND7*
Potri.019G083600	2.65	AT1G71930.1	*ANAC030*, *VND7*
Potri.005G129500	−1.13	AT2G23760.1	*BLH4*, *SAW2*
Potri.004G159300	−1.24	AT4G34610.1	*BLH6*
Potri.009G120800	−1.17	AT4G34610.1	*BLH6*
Potri.002G031000	−2.39	AT2G16400.1	*BLH7*
Potri.018G114100	−3.30	AT5G25220.2	*KNAT3*
Potri.006G259400	−1.13	AT5G25220.1	*KNAT3*
Potri.018G095900	−1.63	AT5G57620.1	*AtMYB36*, *MYB36*
Potri.017G017600	−2.63	AT1G17950.1	*ATMYB52*, *BW52*, *MYB52*
Potri.005G064100	−1.70	AT5G64530.1	*ANAC104*, *XND1*
Potri.007G105000	−1.60	AT5G64530.1	*ANAC104*, *XND1*
Potri.001G061200	−1.76	AT5G13180.1	*ANAC083*, *NAC083*, *VNI2*
Potri.013G109300	−1.91	AT1G22640.1	*ATMYB3*, *MYB3*
Potri.017G017600	−2.63	AT1G17950.1	*ATMYB52*, *BW52*, *MYB52*
Potri.002G073500	−2.11	AT1G17950.1	*ATMYB52*, *BW52*, *MYB52*
Potri.005G186400	−1.27	AT1G17950.1	*ATMYB52*, *BW52*, *MYB52*

**Table 4:** Differentially expressed genes involved in phytohormones biosynthesis, signalling and transport in 21 dai galls versus uninfected roots.

Poplar ID	log_2_ FC	*Arabidopsis* ID	*Arabidopsis* Gene Name
Nuclear division and cytokinesis			
Potri.T058000	1.20	AT1G50240.2	*FU*
Potri.019G052500	1.22	AT1G50240.2	*FU*
Potri.004G131600	2.33	AT5G46280.1	*MCM3*
Potri.009G121500	2.34	AT2G16440.1	*MCM4*
Potri.001G070500	2.48	AT1G44900.1	*ATMCM2*, *MCM2*
Potri.018G112800	2.52	AT2G07690.1	*MCM5*
Potri.014G121000	2.23	AT4G02060.1	*MCM7*, *PRL*
Potri.001G074000	2.47	AT5G44635.1	*MCM6*
Potri.006G188700	2.48	AT2G07690.1	*MCM5*
Potri.009G134500	2.55	AT2G20980.1	*MCM10*
Potri.006G131900	1.69	AT3G09660.1	*MCM8*
Cytokinin signalling			
Potri.002G152900	1.32	AT4G16110.1	*ARR2*, *RR2*
Potri.006G041100	1.00	AT3G57040.1	*ARR9*, *ATRR4*
Potri.002G082200	1.27	AT3G57040.1	*ARR9*, *ATRR4*
Potri.018G111300	−1.40	AT2G25180.1	*ARR12*, *RR12*
Auxin biosynthesis and transport			
Potri.018G036800	−1.73	AT5G25620.1	*YUC6*
Potri.002G207400	−1.29	AT1G48910.1	*YUC10*
Potri.004G124200	1.46	AT2G01420.2	*ATPIN4*, *PIN4*
Potri.005G187500	1.57	AT1G77110.1	*PIN6*
Potri.008G129400	1.70	AT1G70940.1	*ATPIN3*, *PIN3*
Potri.002G072200	3.20	AT1G77110.1	*PIN6*
Gibberellins biosynthesis and signalling			
Potri.012G132400	−4.20	AT5G51810.1	*ATGA20OX2*, *GA20OX2*
Potri.015G134600	−1.80	AT5G51810.1	*ATGA20OX2*, *GA20OX2*
Potri.006G247700	−2.82	AT1G15550.1	*ATGA3OX1*, *GA3OX1*, *GA4*
Potri.003G057400	−2.28	AT1G15550.1	*ATGA3OX1*, *GA3OX1*, *GA4*
Potri.010G149700	−1.95	AT1G47990.1	*ATGA2OX4*, *GA2OX4*
Potri.017G124200	3.35	AT1G74670.1	*GASA6*
Potri.012G076700	1.45	AT5G14920.1	*GASA14*
Potri.015G071500	2.70	AT5G14920.1	*GASA14*
Potri.017G021400	−5.17	AT2G01570.1	*RGA*, *RGA1*
Potri.016G027800	−3.35	AT1G14920.1	*GAI*, *RGA2*
Potri.007G133000	−2.48	AT2G01570.1	*RGA*, *RGA1*
Potri.017G125200	−1.17	AT2G01570.1	*RGA*, *RGA1*
Salicylic acid biosynthesis and signalling			
Potri.012G070000	1.16	AT1G74710.1	*ATICS1*, *EDS16*, *ICS1*, *SID2*
Potri.001G288600	1.89	AT2G14610.1	*ATPR1*, *PR* 1, *PR1*
Potri.009G082800	3.42	AT2G14610.1	*ATPR1*, *PR* 1, *PR1*
Potri.009G082900	3.87	AT2G14610.1	*ATPR1*, *PR* 1, *PR1*
Potri.001G288400	4.84	AT2G14610.1	*ATPR1*, *PR* 1, *PR1*
Potri.002G168700	1.98	AT4G23810.1	*ATWRKY53*, *WRKY53*

**Table 5:** List of putatively structurally characterised metabolites with a different abundance in 21 dai galls versus uninfected roots.

Accepted ID	RT (min)	*m*/*z*	*P*-Value	FC
Compounds with increased abundance in 21 dai gall as compared to root				
ferulic acid + sulfate	4.87	273.0063	4.62 × 10^−5^	59.236
tremulacin	20.38	527.1556	0.018	24.870
L-tryptophan	3.33	203.082	0.013	23.719
salicyloyl salicin 1	19.35	405.1186	4.40 × 10^−5^	18.610
G(8-O-4)G(red8-5)G 1	13.33	555.2231	1.75 × 10^−4^	17.631
G(8-O-4)G(red8-5)G 2	13.78	555.2232	1.97 × 10^−5^	10.657
G(e8-O-4)S(8-5)G 2	16.66	583.2178	0.014	8.882
salicortin	8.61	423.1283	1.75 × 10^−5^	6.730
feruloyl hexose 2	5.37	355.103	2.08 × 10^−5^	4.384
G(e8-O-4)S(8-5)G 3	15.80	583.2173	0.003	3.523
salireposide	11.34	405.1186	0.001	2.312
caffeic acid 3/4-O-hexoside 3	4.04	341.0875	0.025	2.158
Compounds with decreased abundance in 21 dai gall as compared to root				
G(t8-O-4)S(8-8)G 1	8.87	583.218	0.033	0.535
quercetin glucoside	8.80	463.0878	1.18 × 10^−4^	0.399
populoside B1	13.03	431.1362	0.011	0.121
caffeic acid 3/4-O-hexoside	2.87	341.0925	0.015	0.074
*p*-coumaroyl quinate 1	4.10	337.0913	0.001	0.053
*p*-coumaroyl hexose 1	3.58	325.0922	8.03 × 10^−6^	0.048
*p*-coumaroyl hexose 3	4.35	325.0909	4.20 × 10^−4^	0.022
chlorogenic acid 2	2.98	353.087	2.83 × 10^−6^	0.007
feruloyl hexose 1	3.03	355.1063	1.36 × 10^−4^	0.004

RT, retention time; FC, fold change.

## Supplementary Materials

Supplementary materials can be found at https://www.mdpi.com/1422-0067/21/2/406/s1. Table S1. Mapping statistics of RNA-Seq experiment; Table S2. Complete list of differentially expressed genes in 21 dai galls versus poplar uninfected root (*p*-value <0.05, log2 ratio>1); Table S3. Complete list of GO families of differentially expressed genes (21 dai galls and uninfected root) as determined with ClueGO and CluePEDIA in Cytoscape; Table S4. Complete metabolomic analysis of 21 dai galls versus uninfected poplar roots; Table S5. Validation of the RNA-seq results by RT-qPCR. Up- and down-regulation are shown in yellow and blue, respectively. FC, fold change.

How the deposited data were processed for this re-analysis (not part of the article)

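RNA-seq was analysed for 3 wild-type gall and 3 wild-type root samples at 21 dai, and, in the closing section, for 3 gall and 2 root samples of a CAD line that the paper does not report on. Samples were grouped by the submitters' labels and the paper's tables. The authors mapped trimmed reads with CLC Genomics Workbench to the substituted 717-1B4 genome, primary transcripts only, and counted intact pairs that hit 1 place; the deposited count of each gene is not normalized. The authors also deposited log2 values normalized with limma, which were compared with Table S2 and not tested. The log2 values of 2079 genes of Table S2 matched the deposited ones to 2 decimals. The raw counts of Table S2 did not all match: per sample, 15.7% to 41.6% of these genes had the deposited count, which is the one analysed, and 35 genes had a mean deposited count of 20 or less in both groups, against 0 by the raw counts of Table S2. Counts were analysed in R 4.3.3 with edgeR 4.0.16 (TMM, quasi-likelihood test with robust dispersions, Benjamini-Hochberg), limma 3.58.1 and DESeq2 1.42.0. A gene entered when its mean count exceeded 20 in at least one compared group and counted when its adjusted p-value was under 0.05 and its log2 fold change beyond 1 in size. The tests were checked on simulated data with known changes: edgeR recovered 98.5% with 3 galls against 3 roots, 100% with 3 against 2 and 96% for the interaction, with 3, 1 and 4 false calls. Only 198 or 199 well-counted genes were changed in each simulation, all by more than the threshold and from the same baseline in every group. The recovery therefore does not cover changes near the threshold, scarce genes, as many changed genes as in the real data, or an interaction beside other differences. Total counts were 19381446 and 24221813 in the CAD roots and 19759401 to 21183004 in the CAD galls; those of the wild type are given in the results. Wild-type galls were compared with wild-type roots, CAD galls with CAD roots, the genotypes within each tissue, and the gall effects of the genotypes by their interaction over 11 samples. The genes named in the text are those the paper names with an identifier, those of the secondary cell wall and phytohormone sheets of Table S2, those with a named Arabidopsis homolog in Table S2, and the genes with the largest changes past the rule; genes without a name are limited to a few. A result for some genes the paper names is not reported here. Alternatives were another normalization, limma-voom, DESeq2, other filters on low counts, the adjusted p-value alone, a test against a log2 fold change of 1, all samples in one fit, the replicate number as a block, and each replicate left out. The enrichment of gene ontologies, the metabolites and the qPCR are not analysed here, and gene coordinates, lengths and GC content are not used here.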

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

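The tests on the number of CAD roots, on nematode reads and on exchanged genotypes for the secondary cell wall genes were chosen only after the results were seen. The paper's text does not name the CAD line, and the labels do not say which gene it alters. Of the CAD genes of Table 2, the most abundant, Potri.009G095800, had 1349, 1283 and 1425 normalized counts in wild-type roots, 979.8 and 1007 in CAD roots, 419.8, 393 and 399 in wild-type galls and 479, 512 and 543 in CAD galls. Its log2 difference between CAD and wild type was -0.45 in roots (adjusted p = 0.000564 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) and 0.34 in galls, and the other CAD genes of Table 2, Potri.009G063400 and Potri.016G078300, had -0.12 and -0.47 in roots and 0.05 and -0.05 in galls. None of the 3 genes passed the threshold between the genotypes.

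Data the paper does not analyse showed differences of similar extent. Between CAD galls and CAD roots, 8515 genes differed, 4510 higher and 4005 lower. The log2 fold changes of the 2 genotypes had a Pearson correlation of 0.9 and a Spearman correlation of 0.9 across 25923 genes, which are not independent replicates. 6464 genes passed in both genotypes, 21 of them in opposite directions. Between the genotypes, 643 genes differed in galls and 1838 in roots. For the wild-type galls and roots, 1 of the 4 splits of the 6 samples that part every same-numbered pair, the real one, gave as many genes, and for the CAD and wild-type galls 1 of 4. The largest count in another of these splits was 0 in both comparisons. The remaining splits were left out because they place same-numbered samples together. So few splits cannot by themselves separate a result from a chance division of the samples. For the wild-type galls and roots, the separate CAD samples argue against such a division, with 6464 shared genes and 21 of them in opposite directions. For the CAD and wild-type galls it is not decided.

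The gall effect differed between CAD and wild type in 1683 genes by the interaction test, 561 above and 1122 below 0. Exchanging the genotype between same-numbered samples within galls and within roots gave as many genes in 2 of the 32 arrangements, the real one included. The other arrangement, with 2959 genes, exchanges all 3 galls and no root, and so measures the sum of the genotype differences in galls and in roots. A gene that differs in a single tissue can pass it too. Every further arrangement gave fewer genes than the real one. The share of arrangements with as many genes is above 0.05 through that arrangement, which is not a chance assignment of the genotypes, so this count does not decide whether chance accounts for the number. Of the interaction genes, 913 also differed between the roots of the genotypes, 203 between the galls and 617 in neither. Among the 250 genes named by the paper that were tested, 21 passed with an interaction above 0 and 26 below 0.

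Secondary cell wall genes were among those whose gall effect differed: over 44 genes of that sheet of Table S2, the median interaction was -0.80, 37 genes were below 0, and 18 passed the threshold, 15 of them below 0. Genes chosen for their rise in the wild type can show a smaller rise elsewhere, but the median of 10000 lists matched on that rise and on expression was -0.05, and the share with a median as low was 1e-04, the smallest these lists can give. The median stayed at -0.72 with all libraries thinned to the smallest total, at -0.75 without TMM factors, and at -0.73 or lower with each of 9 samples left out. Over all of these genes, the mean difference between CAD and wild type was 0.19 in roots and -0.36 in galls on the log2 scale, so 34% of the mean interaction lay in the roots. In the 15 genes that passed below 0 it was 0.84 in roots and -0.50 in galls, with 62.5% in the roots. Between the genotypes, 7 genes of the sheet passed with higher and 2 with lower counts in CAD roots, and 4 with lower counts in CAD galls. Under the exchanges of the genotype, the median was as far from 0 in 2 of 32 arrangements, the real one and the exchange of every pair, which turns its sign to a median of 0.81, and as low in 1. The exchange of every pair nearly mirrors the real labels, so this count could hardly have been smaller and does not decide whether chance accounts for the median. The next lowest median was -0.53. The part of the interaction in the roots cannot be told apart from root material that differs between the genotypes. A weaker secondary cell wall response in CAD galls may account for the part in the galls, which is the smaller part in the genes that passed below 0. It does not cover the 3 genes that passed above 0, the PRX52 homologs Potri.013G083600, Potri.016G132700 and Potri.014G143200. Their interactions were 1.25, 1.93 and 3.56, and their log2 differences between CAD and wild-type galls 0.70, 0.94 and 0.75. The 22 monolignol and lignan genes of Table 2, which are not among the 44, showed no such shift as a set. Their median interaction was -0.04, with 11 above and 11 below 0, and 2 passed above and 3 below 0. A harvest or batch of galls that differed between the genotypes was not tested.

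More genes differed between the genotypes in roots than in galls. With 1 CAD gall left out, to leave 2 as in the roots, the galls gave 616 to 646 genes, and with all libraries thinned to the smallest total the roots gave 1785 and the galls 609. Neither the number of samples nor library size accounted for the difference. A batch of plants or a harvest that differed between the genotypes was not tested.

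Genes outside those the paper discusses changed most. Potri.013G141800, named in Table S2 as a photosystem I PsaA/PsaB protein, had a log2 fold change of 9.03 and no counts in any wild-type root, though 7 and 9 in the CAD roots, and Potri.002G214200, of unknown function (DUF640), had 7.41, with no counts in any wild-type root. Potri.012G062200 and Potri.013G030800, which carry no name in the rows used here, had -10.17 and -9.87, with no counts in any wild-type gall. With no counts in one group, the size of these changes rests on the small count edgeR adds. Reads from the nematode counted on poplar genes are one possible explanation of part of the rises. They are not the whole source of the counts of Potri.013G141800, given its counts in CAD roots, unless gall or nematode RNA reached the root samples. The same holds for Potri.013G140000, which had 1, 0 and 5 counts in wild-type roots and 3 and 8 in CAD roots. Normalized counts of Potri.013G141800 were 0.3 and 0.475 in CAD roots and 1.59 to 3.32 in CAD galls. Those of Potri.013G140000 were 0.129 and 0.422, and 6.12 to 10.6. The ACO4 homolog Potri.011G020900 was at 0.214 and 0.369 in CAD roots and 281 to 384 in CAD galls, a far smaller share. This argues against gall RNA in the CAD roots as the source for both genes. Nematode RNA without gall RNA was not tested. Among the 5 genes that rose most, 2 ranked the 3 galls in the order of the share of reads that did not align; with 3 galls this ranking cannot decide it. Reads shared with similar genes were not tested, and no biological explanation was tested.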

How the results depend on the processing

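The alternatives were set before the data were examined, apart from the replicate block across genotypes and the rules for the fold change of single genes, which were chosen after seeing the data. The number of genes differing in each comparison stayed within 1.5 times its value under the other normalizations, tools, filters and sample sets tried. The numbers of laccase, SAUR, ARF and cyclin genes did so under the alternatives tried for them. With at least 10 counts in every compared sample, 324 genes had an interaction above 0, against 561. Rules for the fold change moved some numbers further, as given below. The causes were not tested. Other counts, such as the genes shared between the genotypes, were not repeated under the alternatives. With the adjusted p-value alone, 19130 genes differed between wild-type galls and roots, 9604 higher and 9526 lower, 18927 between CAD galls and roots, 5369 in the interaction, 5481 between the galls and 7793 between the roots of the genotypes. Tested against a log2 fold change of 1, 389 genes passed in the interaction against 1683, 98 between the galls against 643 and 566 between the roots against 1838. DESeq2's normalized counts are on another scale than CPM, on which ADH1 (Potri.002G072100) was at 53411 in galls and 6986 in roots.

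With one sample left out in turn, 8144 to 8251 genes differed in the wild type, 8477 to 8529 in CAD, 1532 to 1721 in the interaction, 602 to 686 between galls and 1697 to 1964 between roots. The CAD roots were not left out, since 1 sample would remain. With a replicate block, 8499 genes differed between CAD galls and roots, 1499 in the interaction, 640 between the galls and 1861 between the roots of the genotypes. The deviations from the group means of same-numbered samples, paired by the labels, had a mean correlation across genes of 0.017 for CAD galls and roots, -0.002 for the galls and 0.019 for the roots of the genotypes, against -0.009, 0.001 and -0.01 for different numbers. Here too the values for different numbers follow closely from the others by construction. Of 264 single genes compared, 14 lost the threshold and 2 gained it under at least one of the other normalizations, tools, filters, sample sets and blocks, and none reversed. Under the other rules for the fold change, 41 lost it when tested against a log2 fold change of 1 and 2 gained it with the adjusted p-value alone. The deposited tables hold 1 count column, so no other was tried.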

Differences from the paper's values

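The log2 fold changes of 247 genes were set beside the paper's. The direction was the paper's in 247 of them, with a largest absolute difference of 0.19 and a median of 0.01. Genes below the filter on low counts are not among them. Without that filter the RGA homolog Potri.017G021400 had -7.16, against -5.17 in the paper, a size set in part by the small count edgeR adds. The TED7 homolog Potri.007G108100 had 2.09, against 1.93 in Table S2. The paper describes the large majority of SAUR genes as repressed. Of the 22 SAUR-like genes listed in the phytohormone sheet of Table S2, 10 were lower and 12 higher in galls; SAUR genes outside that sheet were not counted here. The paper names ARF13 among the repressed genes, and that sheet lists ARF11 (Potri.002G172800), which fell by 2.23 on the log2 scale. It also names ARF2, and of its 3 homologs Potri.003G163600 rose, with a log2 fold change of 1.18.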

Other observations

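The test on gall RNA in root samples was chosen only after the result was seen.

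In 5 genes no read was counted in either CAD root, while each wild-type root had at least 10 counts and the wild-type galls a mean of at least 10 normalized counts; for phospholipase A 2A (Potri.019G014900) the normalized counts were 1.27, 0.751 and 2.26 in the wild-type roots and 36.4, 30.5 and 34.1 in the wild-type galls. Gall RNA in the wild-type root samples is one candidate explanation. For the median of these genes it would need 3.99%, 4.85% and 6.71% of gall RNA in roots 1, 2 and 3 of the labels. Among the other genes with a mean of at least 10 in galls, the one with the smallest share of its gall level, with its counting error, allows at most 5.01%, 1.38% and 6.9%, or 5.5%, 1.71% and 7.29% when corrected for the 14987 genes compared. Potri.011G126000, a wound-responsive family protein, was at 9.1%, 7.51% and 11.4% of its gall level, above these bounds in each root. All 5 genes were above them in root 2, where gall RNA is excluded as the whole source, and 2 in root 1 and 2 in root 3. The genes were chosen for at least 10 counts in each wild-type root. That choice by itself favours genes above the low bounds of root 2, so their number there is not a separate test. The bounds cover counting error and not variation between galls. For the genes below them in roots 1 and 3, gall RNA is not decided by these bounds. No biological explanation was tested, since the genes were chosen for having no counts in CAD roots.

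Genes that rose in galls lay next to each other in the order of gene numbers: 276 neighbouring pairs among 1882 genes in the rows of Table S2 used here, against a median of 94 and at most 122 in 1000 shuffles. Reads shared between similar neighbours could give such pairs. Without the 122 pairs with the same closest Arabidopsis gene, 154 remained, above every shuffle. Among these 1882 genes the excess was thus not wholly explained by such copies. Genes with smaller rises are not covered. Genes with different closest Arabidopsis genes can still be similar in sequence, which was not tested. ADH1 (Potri.002G072100) and a PIN6 homolog (Potri.002G072200) are neighbours with different closest Arabidopsis genes. TED6 (Potri.002G072000) lies next to ADH1 in number and also rose, but is not among the 1882 genes.

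The 3 reference genes of the paper's qPCR had log2 fold changes of -0.11 for PT1 (adjusted p = 0.284), -0.12 for UBP22 (adjusted p = 0.267) and 0.34 for CYC063 (adjusted p = 6.56e-05), from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment.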
